A study of Mus musculus with 14 samples. Its data were reported in "Generation and Characterization of Induced Pluripotent Stem Cells from Aid-Deficient Mice" (2014).

How the data were processed

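Methylated DNA from 14 mouse cell samples was studied by MBD-seq, in which sonicated genomic DNA is captured with a methyl-CpG binding domain protein and the captured fragments are sequenced, so that a pile of sequence tags marks a methylated, CpG-containing region. The samples were 4 clones of Aid+/+ induced pluripotent stem (iPS) cells, 4 clones of Aid-/- iPS cells, 3 embryonic stem (ES) cell lines and 3 cultures of Aid+/+ mouse embryonic fibroblasts (MEFs), the cell type from which the iPS clones were derived. Aid-/- clones come from mice that lack Aid, and Aid+/+ clones carry it. Each sample was assigned to its group from its title in the labels, and replicates were numbered in the order of the samples, so that the numbers only name samples and pair none of them.

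Per the labels and the study's methods, the authors mapped the tags to the mouse genome of NCBI build 37 (mm9) with BWA and called peaks in each sample on its own with MACS. Per the file headers, MACS was run without a control sample at a p-value cutoff of 1e-05, an effective genome size of 1870000000 bp, a tag size of 75 bp, a local background window of 10 kb and at most 2 tags kept per position. The MACS version in the headers was 1.4.1 for 9 samples and 1.4.0rc2 for 5 samples. The run name given in the header had a prefix in some samples and none in others, and the combination of prefix and version was used as the processing run, with the codes A to D. Run A held Aid+/+ iPS replicate 1 and Aid-/- iPS replicates 1, 2 and 4. Run B held Aid+/+ iPS replicates 2, 3 and 4. Run C held Aid-/- iPS replicate 3, the 3 ES lines and MEF replicate 1, and run D held MEF replicates 2 and 3.

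One deposited peak list per sample was used, with no pooling of replicates. In each list the authors give the start, end and summit of a peak, the count of tags in the peak after the filter on duplicates, the p-value of the peak against the local background on a −log10 scale multiplied by 10, as MACS writes it and the authors deposited it, and the fold enrichment over that background, a ratio deposited by the authors. The numbers of total and filtered tags were read from the file headers. Coordinates are 1-based on NCBI build 37. Genes, exons and untranslated regions (UTRs) were taken from the GENCODE annotation of the same build, and base composition from its sequence.

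For each sample, the number of peaks, the length of genome covered, the median fold enrichment and the share of filtered tags lying in peaks were computed. Group means were compared by an exact two-sided permutation test over every split of the samples, and the 12 p-values were adjusted by the Benjamini-Hochberg (BH) method. The smallest p-value the group sizes allow is 0.0286. Overlap of a pair of samples was the share of merged regions that held peaks of both samples, with a minimum overlap of 1 bp.

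Differentially methylated regions (DMRs) and commonly methylated regions (CMRs) followed the definition in the study's methods. The stretches common to peaks of all samples of a group were taken. Such a stretch was a DMR when no peak of any sample of the other group overlapped it by 1 bp or more, and a CMR when peaks of every sample of the other group did, with CMRs counted on the stretches of the Aid+/+ iPS cells. A stretch with peaks of only some samples of the other group was neither, and was left out of the percentages of CMRs and DMRs. The definition is a rule of presence and absence and gives no p-value per region. Each DMR count was therefore set against the same count for all 35 splits of the samples compared.

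The tag counts of peaks were compared at merged regions that held a peak of every sample compared. The edgeR quasi-likelihood test (version 4.0.16, R 4.3.3) was used with TMM normalisation and BH adjustment, in a fit holding only the groups compared, and was repeated for the 35 splits. The regions so tested had a median of 62 to 107 tags per sample, depending on the comparison. On simulated counts drawn from the same means and library sizes, the test recovered 100 of 100 regions changed by 2 on the log2 scale in the comparison of genotypes and in that with MEFs, and 94 of 100 in the comparison with ES cells. Of 100 regions changed by 1 on the log2 scale it recovered 42, 58 and 20 in these comparisons, and it called 6, 7 and 0 unchanged regions. The simulation kept every region, whereas in the data a region that loses a peak in any sample leaves the test. It also held no run effect and no spread particular to a region. These rates therefore do not carry over directly to the data. The region code was tested on simulated peaks, where it recovered 1300 of 1300 planted regions, and its 6 DMR counts equalled those made with bedtools 2.31.1.

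The regions named in the text were chosen by a rule set before the data were examined, as were the groups, the tests and all but 2 of the alternatives. In each direction, the 3 DMRs between genotypes and the 2 DMRs of the other comparisons whose least significant peak p-value over the carrying samples was smallest are named, together with the 3 CMRs of smallest p-value between genotypes and the peaks within 2 kb of Nanog, Pou5f1 and Khdc3. The results at 1 further locus of this rule, and the tests that need it, are not reported here; the BH adjustment over 12 tests of peaks at genes includes it. Because this rule picked very short DMRs between genotypes, the DMRs that it picks when merged peaks are used as the regions are also named, which was decided after seeing the data.

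The alternatives were a peak p-value of at most 1e-10, in all samples or only in the samples carrying the region, an equal number of peaks per sample, merged peaks as regions, coverage of a region by a fraction of 0.5 in place of 1 bp, autosomes only, values per M (mega) mapped tags, other overlap measures, DESeq2 (1.42.0), limma (3.58.1) on the log2 fold enrichment, other normalisations, a minimum of 20 tags, peak length as an offset, the clone series (the leading number of the clone name) as a block or a selection, and leaving out each sample in turn. A minimum region length of 50 bp, and the selection of the clone series with both genotypes for the 4 measures per sample, were added after seeing the data. Peaks on contigs outside the sequence of the assembled chromosomes were kept in the counts but left out of base composition. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and BLAST 2.17.0.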

Results

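Peak lists from MBD-seq of 14 mouse samples were examined. They came from 4 Aid+/+ iPS clones, 4 Aid-/- iPS clones, 3 ES cell lines and 3 Aid+/+ MEF cultures. The iPS clones were at passage 6 and the MEFs at passage 3, and both were of a mixed C57BL6, DBA and 129S4 background, whereas the ES lines were of strain 129SV (RF8, replicate 1), 129Ola (MG1.19, replicate 2) and C57BL6 (B6 ES, replicate 3). The libraries held 34.3 ± 4.003 M total tags in Aid+/+ iPS cells (SD, n = 4; M, mega, as in Mb), 27.6 ± 2.64 M in Aid-/- iPS cells (SD, n = 4), 25.6 ± 4.93 M in ES cells (SD, n = 3) and 28.5 ± 1.403 M in MEFs (SD, n = 3). After the filter on duplicates, 12.5 ± 2.63, 9.67 ± 2.11, 13.5 ± 2.88 and 18.4 ± 1.06 M tags remained, respectively. No pair of samples of a group had more than 0.00563% identical peaks over 18 pairs, and each sample was counted on its own.

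The first question was whether loss of Aid changed the extent of methylated DNA that MBD-seq detects. The number of peaks was 94615 ± 13994 in Aid+/+ iPS cells (SD, n = 4) and 85968 ± 10880 in Aid-/- iPS cells (SD, n = 4), a difference of 8647 peaks that was smaller than the SD of either group (exact two-sided permutation test, p = 0.4, BH-adjusted 0.457). Peaks covered 66.1 ± 13.2 Mb and 57.9 ± 5.10 Mb (exact permutation p = 0.343). The median fold enrichment was 15.7 ± 0.679 and 16.02 ± 0.774 (exact permutation p = 0.457), and the share of tags in peaks was 58.2% ± 5.38 and 55.2% ± 5.36 (exact permutation p = 0.429). None of the 4 had an exact permutation p under 0.05. Division by the M mapped tags of the library was the only alternative that reversed a direction, giving differences of -354 peaks (exact permutation p = 0.143) and -0.179 Mb (exact permutation p = 0.171) per M tags. In the only clone series with both genotypes, with 2 clones of each, all 4 measures separated the genotypes. The Aid+/+ and Aid-/- clones of this series had on average 105641 and 91761 peaks, 75.1 and 57.2 Mb covered, median fold enrichments of 15.3 and 16.5 and tag shares of 61.8% and 54.5% (exact two-sided permutation p = 0.333 for each, the smallest that 2 clones against 2 allow). Its Aid+/+ clones were in run B and its Aid-/- clones in run A, so that run and genotype cannot be told apart there. Run A was the only processing run with both genotypes. Within it, the single Aid+/+ clone had 78847 peaks covering 50.5 Mb, and the 3 Aid-/- clones had on average 84397 peaks covering 55.7 Mb, so that the direction was the opposite of the pooled one. With 1 clone on 1 side no test could be made.

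**Figure D1:**
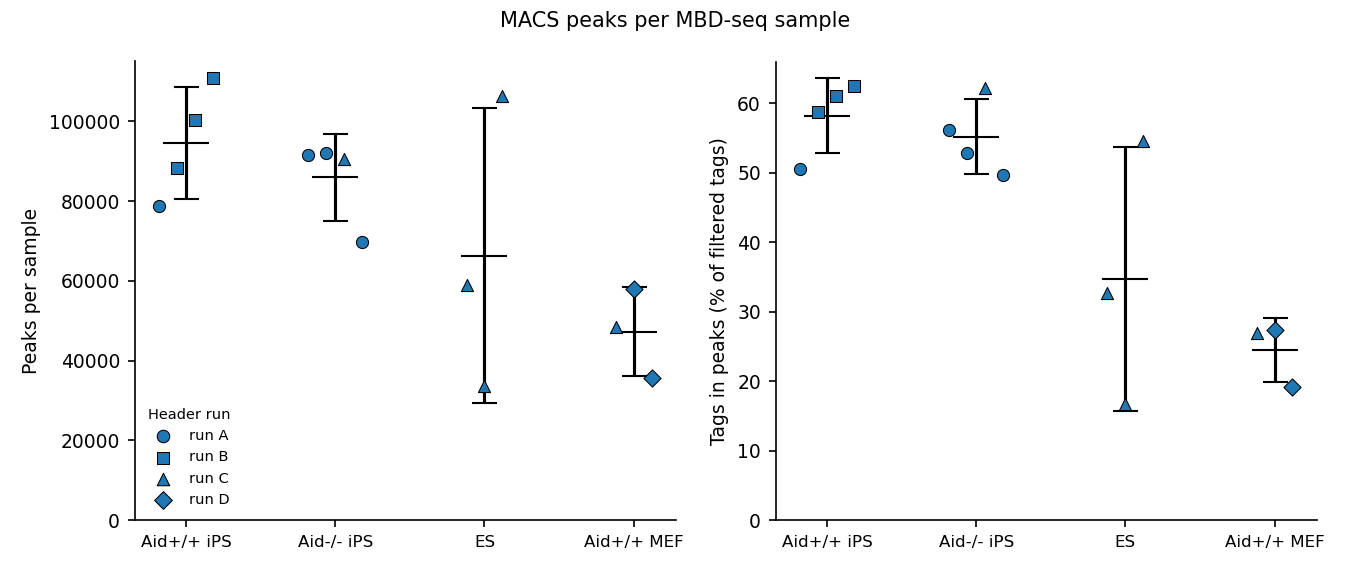
Number of peaks (left) and share of filtered tags in peaks in percent (right) for each MBD-seq sample, by group. Points are samples, with the marker giving the processing run read from the file header, and bars are the mean ± SD; Aid+/+ iPS clones lie between 78847 and 110943 peaks and MEFs between 35546 and 57893.

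MEFs were compared with the iPS clones to ask how far the method separates cell types. MEFs had 47278 ± 11215 peaks (SD, n = 3), 47337 fewer than Aid+/+ iPS cells (exact two-sided permutation test, p = 0.0286, the smallest possible; BH-adjusted 0.114), and all 3 MEF samples lay below all 4 iPS clones. The median fold enrichment was 13.1 ± 1.29 and the share of tags in peaks was 24.5% ± 4.64, again with all 3 MEF samples below all 4 iPS clones and an exact permutation p of 0.0286 (BH-adjusted 0.114), while the covered length of 38.3 ± 6.73 Mb gave an exact permutation p of 0.0571. ES cells varied widely, with 66332 ± 36909 peaks (SD, n = 3, 33694 to 106385), 46.6 ± 27.5 Mb covered, a median fold enrichment of 13.9 ± 1.31 and a tag share of 34.7% ± 18.99. Their exact permutation p-values against Aid+/+ iPS cells were 0.229 for peak number, 0.286 for covered length, 0.0857 for fold enrichment and 0.0571 for tag share. No comparison among the 12 passed the BH adjustment. With a smallest possible p of 0.0286, none could pass unless most of the 12 reached it. Failing the adjustment is thus no evidence against the separation of MEFs. No processing run held Aid+/+ iPS cells together with MEFs or ES cells, so the run and the group cannot be told apart in these comparisons. Across genotypes, the share of tags in peaks was 49.6 to 62.5% in iPS clones, which lay in runs A, B and C. It was 19.2 to 27.4% in MEFs, which lay in runs C and D. Within run C, Aid-/- iPS replicate 3 had 62.2% and MEF replicate 1 had 26.9%, but that is 1 sample of each.

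The reproducibility of peak sets was then examined by pairwise overlap. The overlap was 68.3% ± 6.63 between Aid+/+ iPS clones (SD over 6 pairs), 68.9% ± 5.38 between Aid-/- iPS clones (6 pairs), 58.8% ± 8.05 between MEFs (3 pairs) and 37.6% ± 10.5 between ES lines (3 pairs, 25.5 to 44.9%). Measured over the smaller peak set, which leaves out of the denominator what only the larger set can hold, the overlap of ES lines was 83.4%, against 88.6% for Aid+/+ iPS clones. Pairs of iPS clones with the same genotype overlapped by 68.6% and pairs with different genotypes by 68.2%. The difference of 0.415 percentage points was matched or exceeded by 12 of the 35 splits of the 8 clones (exact one-sided permutation p = 0.343). Grouped by processing run in place of genotype, pairs of the same run overlapped by 71.0% and pairs of different runs by 67.1%, a difference of 3.85 points (exact one-sided permutation p = 0.0607).

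**Figure D2:**
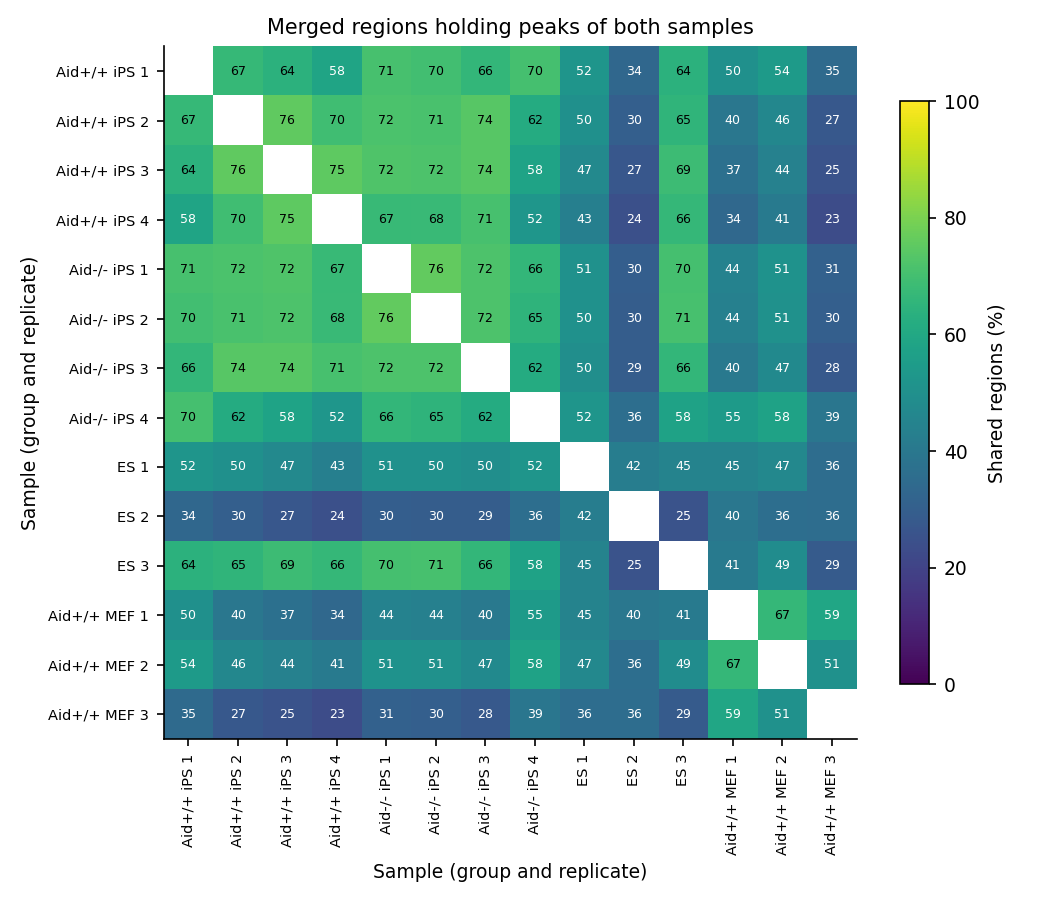
Pairwise overlap of peak sets, as the percent of merged regions that hold peaks of both samples, for all pairs of the 14 samples (both axes list samples by group and replicate; the colour scale runs from 0 to 100%). The iPS clones form a block without a division by genotype, with means of 68.3% and 68.9% within genotypes, and the lowest pair is Aid+/+ iPS replicate 4 with MEF replicate 3, at 23.3%.

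Differences between Aid+/+ and Aid-/- iPS cells were next sought region by region. There were 53682 CMRs, 268 DMRs in Aid+/+ iPS cells and 63 DMRs in Aid-/- iPS cells, so that the 331 DMRs made up 0.613% of CMRs and DMRs. Of 65107 stretches common to the Aid+/+ clones, 82.5% were CMRs and 0.412% DMRs. The others had peaks of only some Aid-/- clones. Of the 35 splits of the 8 clones, 7 gave at least 331 DMRs, the split by genotype included. The largest number, 2103 DMRs, came from the split that separates run A from the other runs. Within run A, where 1 Aid+/+ clone was set against 3 Aid-/- clones, there were 3826 and 3959 DMRs. These counts rest on fewer samples and cannot be set against the pooled ones in size. With all 8 clones kept, the counts moved most when the carrying clones had to have a peak p-value of at most 1e-10, which left 22 and 6.

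**Figure D3:**
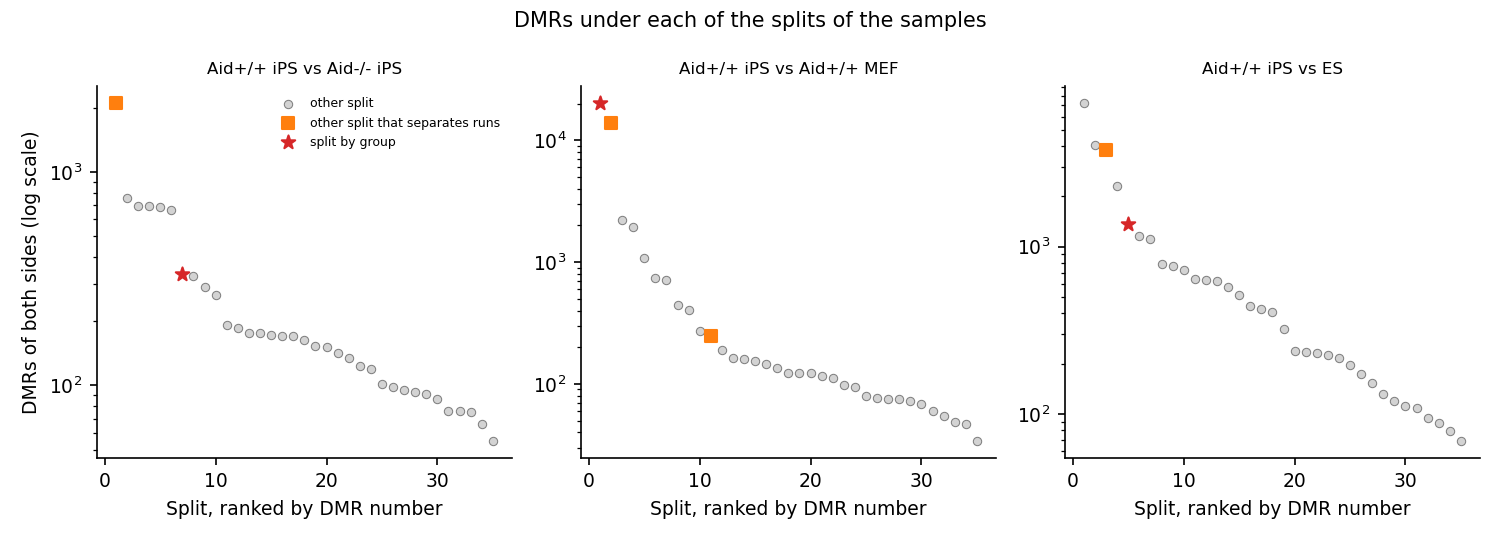
Number of DMRs of both sides (log scale) for each of the 35 splits of the samples, ranked, in the 3 comparisons. Stars mark the split by group (331, 20299 and 1371 DMRs) and squares mark other splits in which no processing run lies on both sides, the highest of which have 2103, 13765 and 3793 DMRs.

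The strongest DMRs between genotypes by the rule set beforehand were all very short. In Aid+/+ iPS cells they were stretches of 10 bp on chromosome 1 (16729157 to 16729166, GTCAGGTAAG, 29.5 kb from Ly96), 12 bp on chromosome 14 (33212827 to 33212838, CTGATAGCTTGT, 8.55 kb from Chat) and 11 bp on chromosome 15 (27222390 to 27222400, GTGAAAAGGAA, 174 kb from Ank), all between genes. The Aid-/- DMRs were 21 bp on chromosome 4 (29644302 to 29644322, 750 kb from Epha7), 6 bp on chromosome 17 (74211955 to 74211960, 21.3 kb from Xdh) and 20 bp on chromosome 1 (165607476 to 165607495, 24.9 kb from Mettl11b), also between genes. At all 6, every sample of the other group had a peak in the same merged region, at most 107 bp away. Of the 331 DMRs, 26 were shorter than 50 bp.

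With merged peaks as the regions, for which no sample of the other group has a peak in the whole region, there were 237 Aid+/+ DMRs, 50 Aid-/- DMRs and 50898 CMRs. The 3 strongest Aid+/+ DMRs lay on chromosome 6 from 119052329 to 119052760 in an intron of Cacna1c (fold enrichment 20.3 ± 2.10, SD, n = 4), on chromosome 6 from 121489675 to 121490589, 66.0 kb from Iqsec3 (27.4 ± 6.81), and on chromosome 7 from 18423554 to 18424068, 22.5 kb from Ceacam14 (25.6 ± 9.30). They held 44.5 ± 12.9, 41.3 ± 14.9 and 36.0 ± 12.7 tags per clone. The 3 strongest Aid-/- DMRs lay on chromosome 7 from 35209751 to 35210605, 35.2 kb from Lsm14a (fold enrichment 27.4 ± 6.92, SD, n = 4), on chromosome 1 from 75478782 to 75479837 in an intron of Obsl1 (10.5 ± 2.60), and on chromosome 4 from 12358242 to 12359059, 259 kb from Fam92a (12.2 ± 3.18). The absence of a peak means that the tags did not pass the peak caller's cutoff, not that methylation was absent.

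At the regions with a peak in every clone, tag counts allowed a test per region. Among 50898 regions, 1 had a BH-adjusted p under 0.05 in edgeR's quasi-likelihood test, with fewer tags in Aid-/- cells, and 1743 had an unadjusted p under 0.05 (3.42% of regions). Of the 35 splits of the clones, 5 gave at least 1 region. The region lay on chromosome 6 from 116191600 to 116192896, over an exon of D6Wsu116e. It held 248 ± 64.96 tags in Aid+/+ clones and 50.8 ± 9.74 tags in Aid-/- clones (SD, n = 4 each), a log2 change of -1.83 (standard error 0.202, BH-adjusted p = 0.00744), and all 4 Aid-/- clones lay below all 4 Aid+/+ clones in tags scaled to library size. The call was lost in 3 of the 8 fits that left out a clone and in 4 of the other alternatives. Among the latter were the clone series as a block (edgeR BH-adjusted p = 0.0852) and peak length as an offset (log2 change -1.76, edgeR BH-adjusted p = 0.108). Another was limma on the log2 fold enrichment, where the change was -0.498. The next regions, on chromosome 7 from 20675301 to 20677381 (9.13 kb from Vmn1r91, log2 change -1.19) and on chromosome 16 from 53983766 to 53984948 (1240 kb from Zpld1, log2 change -1.86), did not pass (edgeR BH-adjusted p = 0.0695 for both). With peak length as an offset their log2 changes were -0.767 and -0.950, and on the log2 fold enrichment -0.103 and -0.388. Tags were counted in peaks called in each sample, so the size of these changes also depends on the called peak boundaries.

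Between Aid+/+ iPS cells and MEFs, 25267 CMRs, 18240 iPS DMRs and 2059 MEF DMRs were found, and DMRs made up 44.5% of these regions. Of 65107 stretches common to the iPS clones, 38.8% were CMRs and 28.0% DMRs. The others had peaks of only some MEFs. The split by cell type gave more DMRs than any other of the 35 splits. The balance between iPS and MEF DMRs depended on which peaks were kept. With the 35546 most significant peaks kept in every sample, the counts were 2679 iPS DMRs and 5864 MEF DMRs. Called peaks left out by that rule count as absent. With a peak p-value of at most 1e-10 in all samples, the counts were 17107 and 3067. The strongest iPS DMRs lay on chromosome 11 from 3049286 to 3051625 in an intron of Sfi1 (fold enrichment 14.3 ± 0.577, SD, n = 4) and on chromosome 7 from 4987237 to 4987873 over an exon of Zfp784 with UTR sequence (27.6 ± 4.12). The strongest MEF DMRs lay on chromosome 4 from 145426093 to 145427850 over an exon of the pseudogene Gm13238 (15.4 ± 0.556, SD, n = 3) and on chromosome 7 from 4980954 to 4983933 over an exon of Zfp865 with UTR sequence (7.07 ± 0.416). In the last of these, 2 iPS clones had a peak elsewhere in the merged region.

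At 23412 regions with a peak in all 7 samples, edgeR's quasi-likelihood test found 5548 regions with more tags in MEFs and 4557 with fewer (BH-adjusted p under 0.05, 43.2% of regions), with median log2 changes of 1.24 and -0.80. No other split gave as many. The balance of directions was not stable. With the header's total tags as library size, 2176 regions were higher and 5267 lower in MEFs, and with limma on the log2 fold enrichment 1228 were higher and 6158 lower.

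The comparison of Aid+/+ iPS cells with ES cells asked how far the iPS clones differ from another pluripotent cell type. It gave 26240 CMRs, 1321 iPS DMRs and 50 ES DMRs, and 4.97% of these regions were DMRs. Of 65107 stretches common to the iPS clones, however, only 40.3% were CMRs and 2.03% DMRs. The others had peaks of only some ES lines. Of the 35 splits, 5 gave at least 1371 DMRs. The low number of iPS DMRs rested largely on ES replicate 3, the ES line with the most peaks. Without it there were 18968 iPS DMRs, against 1734 without replicate 1 and 1403 without replicate 2. The strongest iPS DMRs lay on chromosome 15 from 61818969 to 61819934 over an exon of Myc with UTR sequence (fold enrichment 12.3 ± 2.17, SD, n = 4) and on chromosome 9 from 39705733 to 39705756, a stretch of 24 bp, 11.6 kb from Olfr229. The strongest ES DMRs were stretches of 9 bp on chromosome 5 (83311385 to 83311393, 396 kb from Tecrl) and 36 bp on chromosome 14 (10562106 to 10562141, an intron of Fhit). At the 3 short stretches every sample of the other group had a peak in the same merged region. Tag counts differed at 4 of 24295 regions in edgeR's test (BH-adjusted p under 0.05), 3 of them higher in ES cells, and 2445 regions had an unadjusted p under 0.05. Without ES replicate 3 the number was 2403.

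Peaks at 3 genes were examined in every sample whatever their values. Nanog, on chromosome 6 from 122657507 to 122664651, had a peak in 0 of 8 iPS clones, 0 of 3 ES lines and 2 of 3 MEFs, over exons with UTR sequence at fold enrichments of 7.93 and 7.18. Pou5f1, the gene of Oct3/4, on chromosome 17 from 35642982 to 35647721, had a peak in 4 of 4 Aid+/+ and 4 of 4 Aid-/- iPS clones, at fold enrichments of 26.5 ± 2.79 and 26.6 ± 3.89 (SD, n = 4 each), and in 0 of 3 ES lines and 0 of 3 MEFs (Aid+/+ iPS against either, two-sided Fisher's exact test, p = 0.0286, BH-adjusted 0.171 over 12 tests). At Pou5f1, Sox2, Klf4 and Myc, the genes introduced to make the iPS clones, all 50 peak summits of iPS clones lay in exons. Khdc3, also known as Ecat1, on chromosome 9 from 72949643 to 72952250, had a peak in 1 of 4 Aid+/+ iPS clones, 4 of 4 Aid-/- iPS clones, 1 of 3 ES lines and 1 of 3 MEFs (Aid+/+ against Aid-/- iPS, two-sided Fisher's exact test, p = 0.143, BH-adjusted 0.343). The iPS peaks at Khdc3 were small, with 11 to 24 tags each, fewer than the median peak of the same clone. Their presence may thus rest on the peak caller's cutoff. By pyrosequencing, the paper found comparable methylation of the Ecat1 promoter in both genotypes of iPS cells. None of the gene tests given here passed the adjustment. Complete separation of the groups in a few of the 12 tests could not have passed it.

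The base composition of the regions was also compared. The median GC content was 50.9% for the CMRs of the genotype comparison, 49.1% for Aid+/+ DMRs and 61.9% for Aid-/- DMRs. The DMRs of the split by run had medians of 63.7% on the side of run A and 48.9% on the other side.

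**Figure D4:**
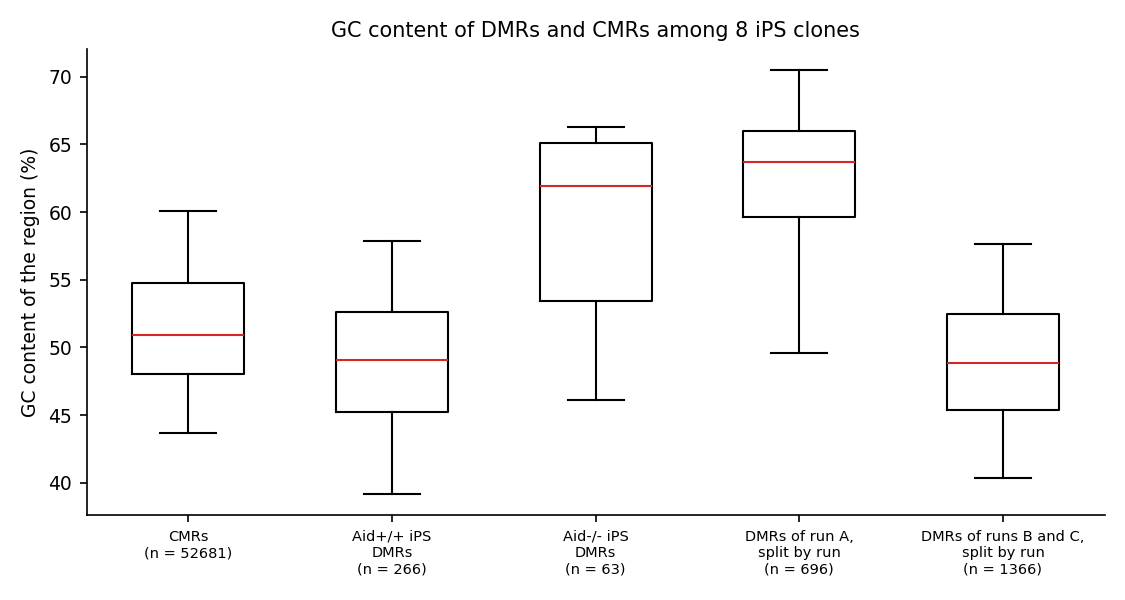
GC content in percent of CMRs, of DMRs between genotypes and of DMRs of the split by processing run among the 8 iPS clones. Boxes show quartiles with the median as a red line and whiskers the 5th and 95th percentiles; Aid-/- DMRs (median 61.9%) and run A DMRs (63.7%) lie above CMRs (50.9%).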

Values the study reported

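The study reported 94,615 ± 13,994 methylated regions in Aid+/+ iPS cells, 85,968 ± 10,880 in Aid-/- iPS cells and 47,278 ± 11,215 in Aid+/+ MEFs. Between the genotypes it counted 52,014 regions, of which 234 were DMRs of Aid+/+ iPS cells and 52 were DMRs of Aid-/- iPS cells. For Aid+/+ iPS cells against MEFs it gave 43,458 regions with 17,371 iPS and 1,934 MEF DMRs, and for Aid+/+ iPS cells against ES cells 26,154 regions with 1,172 iPS and 30 ES DMRs. The overlap between ES lines was given as 27 to 46%.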

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

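All 3 tests in this part were chosen after the result was seen. In groups of 4 samples, the highest or lowest sample was compared with the others by Dixon's gap ratio at its 95% critical value. Of 16 such tests, 3 passed, against 0.8 expected by chance, and these samples were kept in all comparisons.

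Aid+/+ iPS replicate 1 had 28.4 M total tags, the fewest of its group and far from the others. It was the only Aid+/+ clone in run A, and the highest total among the Aid-/- clones of that run was 27.2 M, so its total lies just above the range of its run and the test does not decide whether a difference between sequencing batches is the cause. The low total cannot be told apart from a batch effect. This clone also had the fewest peaks of its group.

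Aid+/+ iPS replicate 4 had a median fold enrichment of 14.65, below the other clones of its group. A high rate of duplicate tags might lower the enrichment, but the iPS sample with the highest rate, Aid-/- iPS replicate 3, had a median fold enrichment of 16.15, within the range of the others. That sample differs in genotype and run, and Aid+/+ iPS replicate 4 itself had the highest duplicate rate of its own group, so the duplicate rate is not ruled out for it. No biological explanation was tested.

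Aid-/- iPS replicate 4 had 69669 peaks, far below the other clones of its group. Lower depth might give fewer peaks, but its 11.5 M filtered tags were the most of its group. Its 24.95 M total tags, however, were the fewest of all iPS clones, so the depth of sequencing is not ruled out. It was in run A like Aid-/- iPS replicates 1 and 2, so the processing run does not separate it from them, and no biological explanation was tested.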

How the results depend on the processing

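No test in this part was chosen after the result was seen, but 2 alternatives were added after seeing the data. The minimum region length of 50 bp left all 9 DMR and CMR counts within 1.5 times their value, and the clone series with both genotypes kept the direction of the 4 measures, at 2 clones against 2, which cannot pass the threshold. Of 365 alternative values over 32 results, 260 kept their direction and call, or their size. Some of these could not gain a call. Leaving out a sample against ES cells or MEFs left too few for an exact permutation p under 0.05. Apart from leaving out samples, 113 of 157 values were kept. For the changes below the cause was not tested.

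Between genotypes, division by M mapped tags reversed the difference in peak number to -354 and in covered length to -0.179 Mb per M tags (exact permutation p = 0.143 and 0.171); the other values of the 4 measures kept their direction. The overlap within minus between genotypes ranged from -0.678 to 2.59 points when a sample was left out, and was reversed in 3 of the 8 fits. Against MEFs, leaving out a sample left too few for a p-value under 0.05. The difference in peak number then ranged from 41471 to 52645, in median fold enrichment from 2.11 to 3.27 and in tag share from 31.1 to 36.3 points. Median fold enrichment lost its call with the stricter peak threshold (2.68), and covered length gained one per M tags (0.579 Mb).

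With a peak p-value of at most 1e-10 in all samples, Aid-/- DMRs fell to 15 and ES DMRs to 28. With that threshold only in the carrying samples, the counts were 22 Aid+/+ and 6 Aid-/- DMRs between genotypes, 8687 iPS DMRs against MEFs, and 197 iPS and 14 ES DMRs against ES cells. With an equal number of peaks per sample they were 162 Aid+/+ DMRs between genotypes, 2679 iPS and 5864 MEF DMRs, and 721 iPS DMRs, 220 ES DMRs and 14771 CMRs against ES cells. Merged peaks gave 31 ES DMRs. The clone series with both genotypes gave 8531 Aid+/+ and 2636 Aid-/- DMRs.

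Leaving out samples loosens the rule for DMRs, since fewer samples have to share or lack a region, and all DMR counts so made were higher than with all samples; they show no stability. The same holds for the clone series. Leaving out 1 sample gave 324 to 1633 Aid+/+ DMRs and 77 to 427 Aid-/- DMRs between genotypes, 18622 to 30325 iPS DMRs and 2129 to 3525 MEF DMRs, and 1403 to 18968 iPS DMRs, 71 to 615 ES DMRs and 26290 to 44002 CMRs against ES cells. The highest number of Aid+/+ DMRs came without Aid+/+ iPS replicate 1 and the highest number of iPS DMRs against ES cells without ES replicate 3. The rule is loosened alike whichever ES line is left out. Without ES replicate 1 or 2 the iPS DMRs against ES cells were 1734 and 1403, so loosening alone does not account for 18968. Without Aid+/+ iPS replicate 1 they were 4982. CMRs between genotypes and against MEFs stayed within 1.5 times their value in every alternative tried.

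For tag counts between genotypes, the DESeq2 Wald test called 24 regions; peak length as an offset, limma on the log2 fold enrichment and the clone series as a block called 0, with 2047, 1389 and 3420 regions at an unadjusted p under 0.05. Leaving out a sample gave 0 to 11 regions. Against MEFs, peak length as an offset gave 6684 regions, and leaving out a sample 7153 to 12101. Against ES cells, DESeq2 called 322 regions, peak length as an offset 11, header totals 1, a minimum of 20 tags 1 and limma 0 (3805 at an unadjusted p under 0.05); leaving out a sample gave 0 to 2403. Of the values for the 3 named CMRs, 7 were weaker and 5 stronger, and all kept their sign. Of the mean pairwise overlaps, 7 of 16 moved.

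The size of change that the tag-count tests can detect is limited: of simulated changes of 1 on the log2 scale, 42% were recovered between genotypes, 58% against MEFs and 20% against ES cells. The simulation held no loss of peaks and no run effect, so these rates do not carry over directly to the data. The effect of depth on this was not tested.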

Other observations

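The tests on the overlap of ES lines, on equal peak numbers and on other splits of the samples were chosen before the results they measure were seen; those on processing run, GC content, repeats, the depth of MEFs, peak boundaries and reprogramming genes were chosen after. The number of ES DMRs here was 50. That is higher than the value quoted from the study above. Each of the other DMR counts here was higher as well. With merged peaks as the regions the counts were closer to those of the study in all 3 comparisons, with 237 Aid+/+ and 50 Aid-/- DMRs, 17558 iPS and 1954 MEF DMRs, and 1206 iPS and 31 ES DMRs. With autosomes only they were 256 and 57, 17371 and 1895, and 1187 and 48, which is closer than merged peaks for the iPS DMRs against MEFs, where it equals the study's count, and against ES cells, and farther for the other 4. Neither gave all the counts of the study, and the cause of the difference is not settled.

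Whether the DMR counts follow the groups was tested with the other splits of the samples. Between genotypes, 7 of 35 splits gave as many DMRs and 5 of 35 gave as many regions with differing tag counts. These splits differ in how they spread processing runs and peak numbers, and subsets of them were looked at after the counts were seen. Among the 16 splits with as many run A clones on each side as the split by genotype has, 5 gave as many DMRs. The 6 splits with more DMRs than the split by genotype all put Aid+/+ iPS replicate 1 and Aid-/- iPS replicate 4, the 2 iPS clones with the fewest peaks, on the same side. Among the 20 splits that part these 2 clones the split by genotype therefore gave the most DMRs, the next being 191, but this follows from the choice of the pair, made after the counts were seen. Of the 20 splits that part any of the 15 other pairs of an Aid+/+ and an Aid-/- clone, 4 to 7 gave as many DMRs, with the highest other at 695 to 2103. These counts neither show nor rule out an effect of genotype. The split that follows the processing run, with run A on one side, gave 2103 DMRs against 331 and 1799 regions with differing tag counts against 1, so that run may be a larger source of differences among the iPS clones than genotype. As run A holds 1 Aid+/+ and 3 Aid-/- clones, run and genotype are partly confounded and cannot be fully told apart in these counts. The overlap of peak sets points the same way, with pairs of the same run higher by 3.85 points, but its exact one-sided permutation p was 0.0607. Against ES cells, 5 of 35 splits gave as many DMRs, and a split that separates the runs by putting Aid+/+ iPS replicate 1 with the ES lines gave 3793 DMRs, so that run and group cannot be told apart there. The largest counts, 7237 and 4082, came from splits with run C on both sides, so run alone does not order the splits. For tag counts against ES cells, 2 of 35 splits gave as many regions, and the split by run gave 0, with 3323 regions at an unadjusted p under 0.05. Against MEFs only 1 of 35 splits, the real one, gave as many DMRs, and 1 of 35 as many regions with differing tag counts, although no run held both groups. The next, which puts Aid+/+ iPS replicate 1 with the MEFs and so separates the runs, gave 13765 DMRs and 6961 regions with differing tag counts, whereas putting any other single iPS clone with the MEFs gave 738 to 2207 DMRs and 0 such regions. The only other split that separates the runs, with Aid+/+ iPS replicate 1 and MEF replicates 2 and 3 on one side, gave 246 DMRs and 0 such regions, so run alone does not order these splits either. As Aid+/+ iPS replicate 1 also had the fewest peaks of its group, run and peak number cannot be told apart here. Run C held an Aid-/- iPS clone (replicate 3) with 90683 peaks and 62.2% of tags in peaks, and MEF replicate 1 with 48395 peaks and 26.9%, so that with 1 sample of each the direction within a run was that of the groups.

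The greater number of iPS than MEF DMRs (18240 against 2059) was tested for the effect of unequal peak numbers. With equal peak numbers the ratio of iPS to MEF DMRs was 0.457, so that MEF DMRs became the more numerous, which was neither of the outcomes foreseen, a near-equal or a still higher number of iPS DMRs. Keeping equal numbers leaves out called iPS peaks, which then count as absent. MEF DMRs can therefore rise by construction, and the test cannot decide the direction. With a peak p-value of at most 1e-10 in all samples, the counts were 17107 iPS and 3067 MEF DMRs. With it only in the carrying samples they were 8687 and 1568. Peak numbers stayed unequal under both rules, so the direction is not fully told apart from the number of peaks called. Lower depth might give fewer peaks in MEFs, but their libraries held 18.4 M filtered tags on average against 12.5 M in Aid+/+ iPS cells. Their total tags, however, were fewer, at 28.5 M against 34.3 M. The Aid-/- iPS cells held 27.6 ± 2.64 M total and 9.67 ± 2.11 M filtered tags. They had 85968 ± 10880 peaks, against 47278 ± 11215 in MEFs. Per M mapped tags, Aid+/+ iPS cells still had 1106 more peaks than MEFs (exact two-sided permutation p = 0.0286). These values argue against lower depth as the cause of the fewer peaks in MEFs.

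The low overlap of ES lines was tested in 2 ways. With equal peak numbers per sample, the mean overlap of ES pairs was 46.6%, still below the lowest pair of Aid+/+ iPS clones at 59.6%. Over the smaller peak set it was 83.4%, against 88.6% for Aid+/+ and 86.9% for Aid-/- iPS clones, a much smaller gap, so how much unequal peak numbers contribute depends on the measure. With equal peak numbers the pair of 129 lines overlapped by 53.5%, more than the pairs with the C57BL6 line at 47.5% and 38.8%. This order depended on the measure. The 129 pair was also the highest with a peak p-value of at most 1e-10 (47.9% against 39.2% and 22.7%) and, narrowly, in base pairs shared (37.41% against 37.35% and 22.41%). With all peaks the 129 pair had 42.3%, and 1 of the mixed pairs 44.9%, and over the smaller set the 129 pair was the lowest at 80.6%. Strain may contribute, but there is 1 pair of 129 lines and no replicate of a line.

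The short DMRs between genotypes with strong peaks were examined for the position of the other group's peaks. All 6 named DMRs had a peak of every sample of the other group in the same merged region, so that peak boundaries that end a few bases apart, or up to 107 bp apart in the farthest sample, are a candidate explanation for DMRs of this kind. The stretch near Epha7 and the iPS DMR near Olfr229 share the sequence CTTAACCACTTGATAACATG, which has 1363 copies in the genome.

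The Aid-/- DMRs had a median GC content of 61.9%, against 50.9% for CMRs, and the DMRs on the run A side of the split by run had 63.7%. Of 57 Aid-/- DMRs of at least 50 bp, 57.9% matched another of them in sequence, against a mean of 20.7% and a maximum of 40.4% in 1000 draws of as many CMRs, and 27 of them, on 12 chromosomes, matched the DMR on chromosome 11 from 38066650 to 38067039, of which the genome holds 4749 copies at 80% identity or more. These DMRs had a peak in ES replicate 3 in 90.5% of cases, in ES replicate 1 in 23.8%, in ES replicate 2 in 6.35% and in MEFs in 65.1 to 76.2%. The 3 ES lines were of the same run and differ in strain and in peak number, and neither was tested as a cause. GC content bias that differs between runs and reads shared among copies of a repeat may each account for some Aid-/- DMRs. The family of repeats has a median GC content of 64.8%, and the Aid-/- DMRs outside it 56.3%, still above the CMRs, so the family does not account for all of the GC difference.

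Peaks at Pou5f1 in all iPS clones and in no ES or MEF sample prompted a look at the 4 genes used for reprogramming, Pou5f1, Sox2, Klf4 and Myc, since transgene copies in the iPS genome could add tags to their exons. The paper introduced the factors with retroviruses and detected integrated Klf4 copies by Southern blot. By pyrosequencing it found low methylation of the Oct3/4 promoter in iPS cells of both genotypes. All 4 had an exon peak in 8 of 8 iPS clones. Klf4 also had one in 1 ES line, and Myc in 2 ES lines and 3 MEFs; the pattern was worded for Pou5f1 alone after the Myc peaks were seen. Of Sox2 and Klf4, only 1, Sox2, had the same pattern as Pou5f1, and this test does not decide the question. The pattern was found in 11 of 22238 protein-coding genes. Of the peak summits in the 4 genes, 100% (50 of 50) lay in exons, against 40.7% for peaks of iPS clones in protein-coding genes; leaving out Sox2, which has a single exon, 42 of 42 did. As these genes were looked at because of exon peaks, and the share of peak bases in exons had been seen, this does not decide it either. Integrated transgene sequence remains a candidate explanation for these peaks, including the Myc DMR between iPS and ES cells, and the pattern cannot be told apart from it.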
